# DNA Methylation Aberrations in Dimethylarsinic Acid-Induced Bladder Carcinogenesis

**DOI:** 10.3390/cancers15215274

**Published:** 2023-11-03

**Authors:** Tomoki Yamamoto, Min Gi, Satoshi Yamashita, Shugo Suzuki, Masaki Fujioka, Arpamas Vachiraarunwong, Runjie Guo, Guiyu Qiu, Anna Kakehashi, Minoru Kato, Junji Uchida, Hideki Wanibuchi

**Keywords:** dimethylarsinic acid, bladder cancer, aberrant DNA methylation, CPXM1

## Abstract

**Simple Summary:**

Arsenic is a known carcinogen for the human urinary bladder. The present study explored aberrant DNA methylation in rat bladder carcinogenesis induced by dimethylarsinic acid (DMA^V^), a primary arsenic metabolite. Genome-wide DNA methylation and microarray gene expression analyses of DMA^V^-induced rat urothelial carcinoma (UC) and the urothelium of rats treated with DMA^V^ for 4 weeks identified 40 genes that were both hypermethylated and downregulated in DMA^V^-induced rat urothelial carcinoma. Notably, four of these genes (CPXM1, OPCML, TBX20, and KCND3) also showed reduced expression in the bladder urothelium after 4 weeks of exposure to DMA^V^. Furthermore, CPXM1 is aberrantly methylated and downregulated in human bladder cancers and human bladder cancer cells. Our findings highlight the significance of aberrant DNA methylation in DMA^V^-induced bladder carcinogenesis, implying early-stage arsenic-induced methylation changes.

**Abstract:**

Arsenic is a known human urinary bladder carcinogen. While arsenic is known to cause aberrant DNA methylation, the mechanism of arsenic-triggered bladder carcinogenesis is not fully understood. The goal of this study was to identify aberrant DNA methylation in rat bladder urothelial carcinoma (UC) induced by dimethylarsinic acid (DMA^V^), a major organic metabolite of arsenic. We performed genome-wide DNA methylation and microarray gene expression analyses of DMA^V^-induced rat UCs and the urothelium of rats treated for 4 weeks with DMA^V^. We identified 40 genes that were both hypermethylated and downregulated in DMA^V^-induced rat UCs. Notably, four genes (CPXM1, OPCML, TBX20, and KCND3) also showed reduced expression in the bladder urothelium after 4 weeks of exposure to DMA^V^. We also found that CPXM1 is aberrantly methylated and downregulated in human bladder cancers and human bladder cancer cells. Genes with aberrant DNA methylation and downregulated expression in DMA^V^-exposed bladder urothelium and in DMA^V^-induced UCs in rats, suggest that these alterations occurred in the early stages of arsenic-induced bladder carcinogenesis. Further study to evaluate the functions of these genes will advance our understanding of the role of aberrant DNA methylation in arsenic bladder carcinogenesis, and will also facilitate the identification of new therapeutic targets for arsenic-related bladder cancers.

## 1. Introduction

Arsenic is a widely recognized human carcinogen, and both environmental and industrial exposure has been associated with the development of urinary bladder cancers in humans [1]. The International Agency for Research on Cancer (IARC) classifies arsenic and inorganic arsenic compounds as Group 1 carcinogens [1]. Despite its known cancer risks, chronic arsenic exposure remains a substantial public health concern in various regions of the world. A comprehensive understanding of arsenic’s carcinogenic mechanisms can improve cancer risk assessment and contribute to developing effective therapeutic strategies.

A second and less well-known property of arsenic is its use in cancer therapy. Arsenic trioxide has demonstrated therapeutic efficacy in the treatment of acute promyelocytic leukemia [2]. Studies have also indicated its potential effectiveness in treating certain solid tumors [3,4]. For the interested reader, there are currently two active (NCT01409161: Tretinoin and Arsenic Trioxide with or without Gemtuzumab Ozogamicin in Treating Patients with Previously Untreated Acute Promyelocytic Leukemia; NCT04996030: A Study for Oral SY-2101 for Participants With Acute Promyelocytic Leukemia) and one approved (NCT02699723: Arsenic Trioxide and Itraconazole in Treating Patients with Advanced Basal Cell Cancer) clinical trials using arsenic trioxide listed on the NCI Clinical Trials website.

Arsenic and its compounds have been reported to be non-mutagenic. However, DNA methylation, a key epigenetic mechanism that adds a methyl group to the C5 position of cytosine forming 5-methylcytosine, can influence gene expression and subsequently contribute to cancer development [5,6]. It was reported that inorganic arsenic induced global DNA hypomethylation in the livers of mice [7]. It was also reported that inorganic arsenic induced localized DNA hypermethylation or hypomethylation in individual genes in experimental animals [8,9,10,11]. Arsenic induced global DNA hypomethylation by inhibiting the activity of DNA methyltransferase (DNMT) [12,13]. Induction of hypermethylation in the promoter regions of tumor suppressor genes suggests that aberrant DNA methylation may play an important role in arsenic-induced bladder carcinogenesis [14]. Nevertheless, the precise mechanisms by which aberrant DNA methylation contributes to arsenic-induced carcinogenesis remain unclear, primarily due to the lack of suitable experimental models.

The metabolic processing of inorganic arsenic compounds significantly influences their toxic and carcinogenic effects. It is proposed that inorganic arsenic undergoes stepwise metabolism in humans, alternating between the reduction of pentavalent arsenicals to trivalent arsenicals and the oxidative methylation of trivalent arsenicals to pentavalent metabolites [1]. We have focused on dimethylarsinic acid (DMA^V^), a major methylated metabolite of arsenic in most mammals, including humans [1,15,16,17]. DMA^V^ has been shown to induce bladder urothelial carcinoma (UC) in rats when administered in drinking water [18,19] or diet [20]. These studies corroborate epidemiological data that indicate inorganic arsenic is a human bladder carcinogen, and suggest that DMA^V^ may be a relevant component in the carcinogenic risk of inorganic arsenic exposure in humans. IARC categorizes DMA^V^ as Group 2A, indicating probable carcinogenicity to humans. DMA^V^ is non-mutagenic in in vitro tests [1,21]. Our previous study demonstrated that DMA^V^ is not mutagenic in the bladders of *gpt* delta rats [22]. We also found that transplacental DMA^V^ exposure leads to aberrant methylation of histone H3K9, subsequent overexpression of Krt8, and increased cellular proliferation, thereby enhancing lung carcinogenesis in male offspring mice [23]. These findings suggest that epigenetic abnormalities are involved in DMA^V^-induced carcinogenesis. However, the correlation between these genetic alterations and aberrant DNA methylation in DMA^V^-induced bladder carcinogenesis remains to be determined. The present study aims to identify aberrant DNA methylation and understand its impact on gene expression in DMA^V^-induced rat UCs. To discern whether changes in gene expression are early or late events in DMA^V^-induced rat bladder carcinogenesis, we also analyzed gene alterations in the urothelium of rats treated with DMA^V^ for four weeks.

## 2. Materials and Methods

### 2.1. Chemicals and Diets

DMA^V^ (purity > 99%) was purchased from Sigma-Aldrich (St. Louis, MO, USA).

### 2.2. Animals

All animal studies were approved by the Institutional Animal Care and Use Committee of Osaka Metropolitan University Graduate School of Medicine and conducted in accordance with the Guidelines for Proper Conduct of Animal Experiments (Science Council of Japan, 2006). The Laboratory Animal Center of Osaka Metropolitan University Graduate School of Medicine is accredited by the Center for the Accreditation of Laboratory Animal Care and Use (CALAC), Japan Health Sciences Foundation (JHSF), and animal experiments were conducted with reference to the National Research Council’s Guide for the Care and Use of Laboratory Animals and ARRIVE guidelines [24]. Five-week-old male F344/DuCrj rats were obtained from Charles River Japan (Atsugi, Japan). They were housed in plastic cages with hardwood chip bedding in an air-conditioned room at 23 ± 2 °C and 55 ± 5% humidity with a 12 h light/dark cycle and maintained on a basal diet (Oriental MF, Oriental Yeast Co., Tokyo, Japan) and tap water ad libitum. All animals were acclimated for five weeks before being used for experiments.

### 2.3. Animal Experimental Protocols

In the 104-week DMA^V^ bladder carcinogenicity study (#2002BB), 10-week-old F344/DuCrj rats were randomly allocated to groups of 30 rats and were given drinking water containing 0 and 200 ppm DMA^V^ for 104 weeks [25]. Rats that became moribund or survived until the end of week 104 were euthanized by exsanguination under inhalation anesthesia with isoflurane (Abbott Co., Ltd., Tokyo, Japan) using a Small Animal Anesthetizer (Muromachi Kikai Co., Ltd., Tokyo, Japan, MK-A110D) coupled with an Anesthetic Gas Scavenging System (Muromachi Kikai Co., Ltd., MK-T100E), and subjected to laparotomy with excision of the urinary bladder. Macroscopic observation confirmed the presence of five bladder cancers with diameters over 5 mm that are sufficient for DNA extraction and the subsequent DNA methylation assay in the DMA^V^-treatment group. These tumors and five bladder tissues of age-matched control rats were excised, snap-frozen in liquid nitrogen, and stored at −80 °C for microarray gene expression analysis and genome-wide DNA methylation analysis. Total RNA was isolated according to the TRIzol^®^ Reagent’s protocol. Because the object of the present study was to analyze gene expression and DNA methylation in bladder cancers after 104 weeks of exposure, further analysis of tumor incidence was not performed. In addition, to maximize the collection of DNA and RNA, histological examination of the bladder cancers used in the present study was not performed. However, our experience with bladder carcinogenesis is that macroscopic tumors greater than 5 mm in diameter are invariably UCs, including the results of our previous 2-year DMA^V^ bladder carcinogenicity study [18,19].

In the 4-week experiment (#2007AB), 10-week-old F344/DuCrj rats were randomly allocated to groups of 7 rats each and were given drinking water containing 0 and 200 ppm DMA^V^ for 4 weeks [25]. At the end of week 4, the animals were euthanized by exsanguination under inhalation anesthesia as described above and subjected to laparotomy with excision of the urinary bladder. Bladder mucosae were collected from all 7 rats of each group. Briefly, urinary bladders were quickly excised and inverted on wooden applicator sticks. After rinsing with cold RNase-free PBS buffer, bladder epithelial cells were removed by swirling the inverted bladders vigorously in microcentrifuge tubes containing TRIzol^®^ Reagent (Invitrogen, Carlsbad, CA, USA). Total RNA was isolated according to the TRIzol^®^ Reagent’s protocol.

### 2.4. Genome-Wide DNA Methylation Analyses of Rat UCs

Genome-wide DNA methylation analyses were conducted on 5 DMA^V^-induced UCs and 3 normal urinary bladders in the 104-week carcinogenicity study using the reduced representation bisulfite sequencing method (RRBS) by ACTIVE MOTIF (Carlsbad, CA, USA). Briefly, genomic DNA was extracted using the Quick-gDNA MiniPrep kit (Zymo Research, Irvine, CA, USA, D3024) following the manufacturer’s instructions for tissues. The tissues were first Proteinase K digested (0.5% SDS, 0.5 mg/mL PK, 100 mM EDTA, in TE pH 8) rotating at 55 °C overnight; 100 ng of gDNA was digested with TaqaI (NEB, Ipswich, MA, USA, R0149) at 65 °C for 2 h followed by MspI (NEB R0106) at 37 °C overnight. Following enzymatic digestion, samples were used for library generation using the Ovation RRBS Methyl-Seq System (Tecan, Kanagawa, Japan, 0353-32) following the manufacturer’s instructions. In brief, digested DNA was randomly ligated, and, following fragment end repair, bisulfite converted using the EpiTect Fast DNA Bisulfite Kit (Qiagen, Hilden, Germany, 59824) following the Qiagen protocol. After conversion and clean-up, samples were amplified using the Ovation RRBS Methyl-Seq System protocol for library amplification and purification. Libraries were measured using the Agilent 2200 TapeStation System and quantified using the KAPA Library Quant Kit ABI Prism qPCR Mix (Roche, Basel, Switzerland, KK4835). Libraries were sequenced on a NextSeq 500 at SE75. Raw methylation status data were deposited with accession number GSE243372 in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 16 September 2023)).

### 2.5. Alignment of RRBS Data and Identification of DMRs

The alignment of RRBS data was performed by ACTIVE MOTIF. Briefly, the process of alignment is: First, the Illumina adapter sequence is trimmed from the reads. Then, a custom script is used to trim additional bases that are added during the library creation process to facilitate sequencing. The resulting reads are then mapped to the genome using RRBSMAP using default settings (12 bp seed length, max number of mismatches = 0.08 × read length); only unique alignments are kept (if a fragment maps to more than one location, it is discarded) [26]. Another custom script is then used to remove any PCR duplicates based on a randomized 6-mer barcode; if more than one fragment has the same start and end coordinates as well as the same barcode, all but one are discarded. Alignment data are generated by RRBSMAP. The differential methylation analysis is generated using DMAP [27]. The resulting regions are then annotated using the HOMER software package [28]. Processed data that contain methylation percentages of genes are generated using the software package GBSA 2.0. The data were aligned to the rat (rn6) genome [29]. To identify DMRs (differentially methylated regions), we performed an ANOVA test between the normal bladder tissue (control) and UC samples using DMAP. A heatmap of methylation percentages of “Promoter2K” regions (0–2000 bp upstream of the transcriptional start site) for all samples within the project was generated by the “heatmap.2” function in R packages. Coverage must exceed the minimum (3 CpGs with 3 reads/CpG) for samples to be included. Rows are hierarchically clustered using the Euclidean distance metric. Bright red indicates 0% methylation, black indicates 50% methylation, and bright green indicates 100% methylation. The blue line corresponds to the methylation percentage of the respective regions, thus facilitating visual comparison of methylation percentages across samples (Supplementary Figure S1).

### 2.6. Microarray Gene Expression Analysis

Microarray gene expression analysis of DMA^V^-induced UCs and urothelium from rats treated for 4 weeks with DMA^V^ and their respective controls was performed by Cell Innovator Inc., Fukuoka, Japan, using a GeneChip^®^ Rat Genome 230 2.0 Array. After global median normalization, data cleansing was performed to remove the values for which fluorescence intensity was less than 100. To identify genes with up or downregulated expression, samples from the DMA^V^ groups and their respective controls were compared, and Z-scores and ratios (non-log scale fold-change) were calculated from the normalized signal intensity of each probe. We then established the criteria for regulated genes: (upregulated genes) Z score ≥ 2.0 and ratio ≥ twofold; (downregulated genes) Z score ≤ −2.0 and ratio ≤ 0.5. Raw expression data were deposited with accession number GSE207963 for the 4-week experiment and GSE207973 for DMA^V^-induced UCs in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/).

### 2.7. Quantitative Real-Time PCR (qPCR)

cDNA synthesis was performed with 1 µg of RNA using SuperScript IV VILO Master Mix (Thermo Fisher Scientific K.K.). Primers and probes (Taqman Gene Expression Assay) for rat Cpxm1 (Rn01484602_g1), rat Opcml (Rn00587759_m1), rat Kcnd3 (Rn04339183_m1), rat Tbx20 (Rn01524829_m1), rat 18s (4310893E), human CPXM1 (Hs00219709_m1), and human RPLP2 (Hs01115130_g1) were purchased from Thermo Fisher Scientific, MA, USA. qPCR assays were carried out with the Applied Biosystems 7500 Fast real-time PCR machine (Applied Biosystems, Foster City, CA, USA). Values for target genes were normalized to those for rat 18s or human RPLP2 using the comparative Ct method.

### 2.8. Correlations between CPXM1 Promoter Methylation and mRNA Expression Levels in Human UCs

The MEXPRESS is a web-based tool designed for the integration and visualization of expression, DNA methylation, and clinical TCGA data at a single-gene level (http://mexpress.be (accessed on 5 December 2022)) [30,31]. Pearson correlation analysis was used to compare expression and methylation data [30]. By utilizing this tool, we investigated the correlations between *CPXM1* promoter methylation and its corresponding mRNA expression levels in 450 human bladder UCs.

### 2.9. Examination of the DNA Methylation Status within the CPXM1 Promoter Region in Human UC Cell Lines

Genomic structures of *CPXM1* were obtained from the UCSC genome browser including a chromosomal ideogram. The transcriptional start site (TSS) of *CPXM1* is referenced from the NCBI database (NC_000020, 2800627). The location of the TSS was also confirmed using the KERO database (http://kero.hgc.jp/ (accessed on 24 September 2023)). The black arrows depict CpG sites wherein the expression of genes and the status of DNA methylation manifest an inverse correlation in cases of human UCs, as disclosed by MEXPRESS. Methylation levels at CpG sites correlated by MEXPRESS in human UC cell lines are illustrated. The X-axis shows the MAPINFO for each CpG site. The Y-axis shows the methylation levels of each CpG site. Data on the methylation status of human UC cell lines T24, UMUC3, TCCSUP, 5637, HT1376 were obtained from the GEO database (Platform GPL 13534).

### 2.10. Effects of DNA Methyltransferase Inhibitor in Human UC Cell Lines

The human UC cell lines T24 and UMUC3 were purchased from the American Type Culture Collection. Cells were grown in DMEM (FUJIFILM Wako Pure Chemical Corporation, Tokyo, Japan) supplemented with 10% FBS (GE Healthcare Japan) and were kept at 37 °C in a 5% CO_2_ atmosphere. On the first day (day 0), cells were seeded. The medium was then replaced on days 1 and 3 with medium containing 0 or 1.0 μM DNA methyltransferase inhibitor 5-aza-2′-deoxycitidine (5-aza-dC, FUJIFILM Wako Pure Chemicals Corporation). On day 4, the cells were harvested for RNA expression analysis. Total RNA was extracted from cell lines using the RNeasy Mini kit (QIAGEN) according to the manufacturer’s instructions.

### 2.11. Immunohistochemical Analysis

A tissue microarray containing 160 cases of human UCs and 11 cases of normal bladder tissue (BL2081, US Biomax, Inc., Rockville, MD, USA) was examined for the expression of CPXM1 by immunohistochemical staining using the avidin–biotin–peroxidase complex (ABC) method. The section was deparaffinized and dehydrated, followed by antigen retrieval at 98 °C for 20 min in Tris-EDTA buffer (pH 8.0). Endogenous peroxidase activity was blocked with 3% H_2_O_2_ in distilled water for 5 min. After blocking nonspecific binding with goat serum at 37 °C for 15 min, the section was incubated with primary antibodies for CPXM1 (Invitrogen, #PA-5-31386, 1:1000) overnight at 4 °C. Immunoreactivity was detected using VETASTAIN Elite ABC kit for rabbit (Vector Laboratories, Burlingame, CA, USA, Rabbit IgG, #PK-6101) and 3,3′-diaminobenzidine tetrahydrochloride (Dojindo Molecular Technologies, Kumamoto, Janpan). CPXM1 was expressed in the cytoplasm of normal urothelial cells. All carcinoma specimens showed less than 5% or more than 90% positive staining of CPXM1 in the cytoplasm of the carcinoma cells, therefore, specimens were defined as CPXM1 positive (CPXM1^posi^) when more than 90% of the carcinoma cells showed positive staining and CPXM1 negative (CPXM1^Neg^) when less than 5% of the carcinoma cells showed positive staining. Evaluation was performed by two pathologists (M. Gi and T. Yamamoto) separately. Discrepant cases were studied together by the two pathologists and a consensus was reached.

### 2.12. Statistical Analysis

Mean values in gene expression analyses are reported as mean ± SD. Statistical analysis was performed using GraphPad Prism version 9 software (GraphPad Software). Homogeneity of variance was tested by the F-test. Differences in mean values of mRNA expression between the control and the treated samples were evaluated by 2-tailed Student’s *t*-test when variance was homogeneous and 2-tailed Mann–Whitney test when variance was heterogeneous (two-group comparisons).

## 3. Results

### 3.1. Determination of Aberrant DNA Methylation in DMA^V^-Induced Rat UCs

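DNA methylation was measured in 5 UCs of rats given 200 ppm DMA V in their drinking water for 104 weeks and in 3 bladders of rats given 0 ppm for the same time. In RRBS, genomic DNA is cut with restriction enzymes that favour CpG-rich DNA, treated with bisulfite and sequenced, so that an unmethylated cytosine is read as T and a methylated cytosine as C. The paper's methods describe the controls as bladder tissue, whereas the labels of the deposited samples describe them as urothelium. Which of these holds was not tested here. Differences between UCs and controls could therefore include a difference in the tissue sampled. The reads were aligned by the authors to the rat genome rn6 with RRBSMAP, only unique alignments were kept, and PCR duplicates were removed by a random barcode. The deposited values are, for each CpG with both strands combined, the count of C calls and the count of C and T calls, together with their ratio. Each sample had between 2526077 and 2821347 CpGs, and every CpG listed had at least 3 reads. The total of C and T calls per sample ranged from 51434938 to 73836223, with a median of 60446203 in the controls and 62543869 in the UCs. The median number of reads per CpG was between 14 and 18, and between 64% and 68% of the CpGs of a sample had at least 10 reads.

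From these counts, the methylation level of a region was computed in each sample as the C calls divided by all calls on its CpGs, and a region was used where every sample had at least 3 CpGs of at least 3 reads, the minimum the paper states for its heatmap. Group values are the mean ± SD of the samples' levels (n = 3 controls and n = 5 UCs), and single values were compared by exact permutation tests over the 56 ways of dividing the 8 samples into 3 and 5, whose smallest p is 0.0179. Regions across the genome were tested with a quasi-binomial model on the calls, with the dispersion moderated by limma and p-values adjusted by the Benjamini-Hochberg method. Several CpGs lie on the same read, so that the calls of a region are not independent and binomial intervals cover counting error only. An annotation or sequence of rn6 was not used here, and tiles of fixed size took the place of promoter windows and restriction fragments. Among the alternatives that use all samples, the coverage minimum moved the number of called tiles furthest, and the tile size moved it by less.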

Genome-wide DNA methylation patterns in DMA^V^-induced rat UCs and the normal bladders of male F344 rats were determined using RRBS. Hierarchical clustering analysis of genome-wide DNA methylation status revealed that the hierarchical dendrogram was divided into two main clusters: Cluster A, which comprised one UC and three normal bladders, and Cluster B, which comprised four UCs (Supplementary Figure S1). 

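The clustering was repeated on 241309 tiles of 1 kb, with complete linkage and Euclidean distance. The tree divided into the same composition of clusters: UC 3 joined the 3 controls, and UC 1, UC 2, UC 4 and UC 5 formed the other cluster. Distances are given as the root mean square difference in methylation per tile, in percentage points. The last joining was at 19.7 points, and UC 3 joined the 3 controls at 13.2 points. The mean distance of UC 3 to the controls was 12.9 points, whereas those of the other UCs were between 18.9 and 19.5 points. The 3 pairs of controls were 7.19 to 7.57 points apart. UC 1 and UC 2 were 6.72 points apart and UC 4 and UC 5 were 6.73 points apart, closer than any pair of controls, while the other 8 pairs of UCs were 13.3 to 14.1 points apart. These distances include counting error. In CpGs with at least 20 reads the order to the controls was reversed. The mean chi-square per CpG was 1.36 for UC 1 and UC 2, 1.21 for UC 4 and UC 5, and 1.06 to 1.12 for pairs of controls. UC 3 was the UC that joined the controls with a minimum of 10 reads per CpG, on 2052737 single CpGs, with average or Ward linkage, with 1 minus Pearson's correlation as the distance, and on the autosomes alone.

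**Figure D1:**
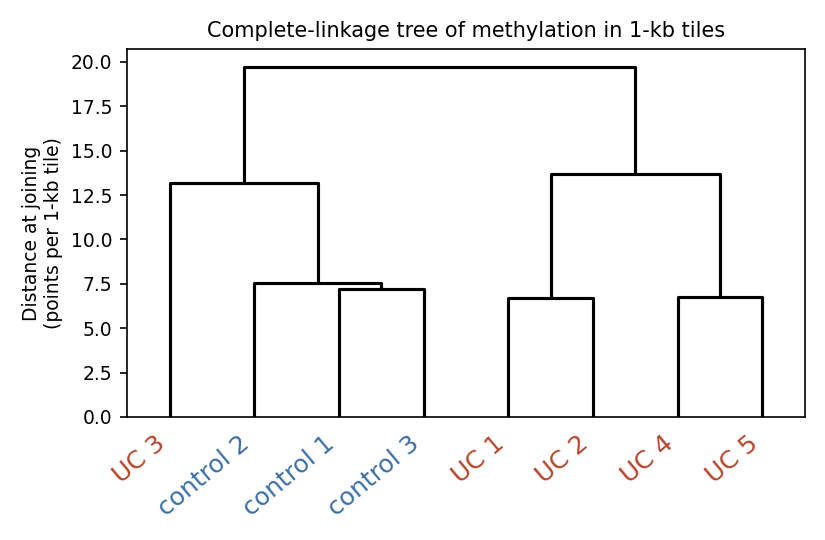
Complete-linkage tree of the 3 controls (blue) and 5 UCs (red) from the methylation of 241309 tiles of 1 kb. The vertical axis is the distance at which samples join, as the root mean square difference per tile in percentage points, and UC 3 joins the controls at 13.2 points while the top joining is at 19.7 points.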

Notably, Cluster A was further separated into two sub-clusters: one consisting of one UC and the other of three normal bladders. This suggests that the genome-wide DNA methylation patterns between DMA^V^-induced UCs and normal bladders are distinct. 

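The mean distance between a control and a UC was 18.0 points, and the mean distance between samples of the same group was 11.1 points. This gap of 6.82 points was larger than that of every other division of the 8 samples into 3 and 5 (exact permutation test, one-sided, p = 0.0179, the smallest p that 3 samples against 5 allow). The largest change came from leaving out UC 3, which raised the gap to 9.33 points. Without UC 1, UC 2, UC 4 or UC 5 the gap was 6.74 to 6.87 points. The p of the same test then rose to 0.0571 each time, above the 0.0286 that 3 samples against 4 allow. The share of methylated calls over the 2052737 CpGs with at least 3 reads in every sample was 40.6% ± 1.74 in the controls (SD, n = 3) and 42.7% ± 1.49 in the UCs (SD, n = 5). This difference of 2.14 points did not exceed the spread between samples (exact permutation test, two-sided, p = 0.0893). When each CpG was given the same weight, the means were 49.2% and 49.5% (exact permutation test, two-sided, p = 0.732). A difference in where methylation lay was therefore detected. One in its total was not, which with 3 and 5 samples does not exclude it. From the division of the tree and of its cluster with the controls, the paper proposes that the methylation patterns of UCs and normal bladders are distinct.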

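Of 258144 tiles of 200 bp covered in all 8 samples, 23974 were higher in the UCs and 18441 were lower, with an adjusted p-value under 0.05 from the quasi-binomial model with Benjamini-Hochberg adjustment and a difference of group means over 10 points, the limit the paper uses for its promoter regions. Together these are 16.4% of the tiles. The median difference was 24.1 points among the tiles that were higher and -31.8 points among those that were lower. Every UC lay above every control in 39715 tiles and below every control in 25825 tiles, against 4609.7 tiles in each direction if the sample labels carried no information. That expectation takes the 5 UCs as independent. It would be larger if UC 1 and UC 2, and UC 4 and UC 5, were each parts of 1 tumour. Among the tiles called higher, 91.8% were separated in this way, and among those called lower, 94.6%. Among the alternatives that used all samples, the counts moved most with a minimum of 10 calls per region in place of 3 CpGs, which raised the number of tiles tested to 470445 and gave 38844 higher and 37321 lower. With 1 control left out, 13379 tiles were higher and 10558 lower without control 1, 12768 and 10209 without control 2, and 11307 and 9743 without control 3. With UC 1 and UC 2, and UC 4 and UC 5, merged into 1 sample each, which was chosen after seeing the data, 11524 tiles were higher and 10050 lower.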

From bioinformatics analysis, differentially methylated regions (DMRs) were detected in 166,670 regions. There were 399 regions that were located on CpG islands, with distance to the transcriptional start site (TSS) from −500 to +100, and with methylation level differences of more than 10% between the UCs and normal bladder tissue. Additionally, there were 246 genes whose promoter regions were highly methylated in all five UCs compared to all three normal bladder urothelium samples (Supplementary Table S1). These genes are considered representative of the hypermethylated genes in DMA^V^-induced UCs.

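The regions of the 246 genes are given in Table S1 with their rn6 coordinates, and 202 of them had at least 3 CpGs of at least 3 reads in every sample here. The number of calls behind a region's level in a sample ranged from 9 to 3960, with a median of 210.5. In 188 of the 202 regions (93.1%), every UC was above every control, where chance gives 1.79%. Because the paper chose this list on these samples, the share is not independent evidence. In 10000 random lists of 202 tiles matched on the mean of the controls, the median number with every UC above every control was 46 and the largest was 70. The difference of group means had a median of 17.6 points over the 202 regions and ranged from 9.59 to 71.0 points. An adjusted p-value under 0.05 from the quasi-binomial model with Benjamini-Hochberg adjustment, with a difference over 10 points, was found in 196 regions when adjusted over the list alone and in 187 when adjusted over all regions tested. This second count changed most among tests that use all samples with an F-test on the percentages, as in the ANOVA the paper's methods name, with which 75 regions passed. It was 118 without control 2 and 91 without control 3.

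The median level of the 202 regions was 2.95% in control 1, 2.15% in control 2 and 1.76% in control 3. It was 25.4% in UC 1, 24.0% in UC 2, 22.7% in UC 4 and 23.6% in UC 5, but 13.4% in UC 3. In 11 of the 14 covered regions that were not separated, UC 3 was the only UC that did not exceed every control. These were the regions of Alkal1, Cfap206, Cyp7b1, Lhfpl5, Mdga2, Pclo, Samd14, Spata18, Tbc1d10b, Tmem132d and Zic1, which were named after their values were seen, as were the other 3, Ccdc185, Elovl2 and Six2. All 5 UCs were above the mean of the controls in 199 of the 202 regions. The smallest differences were those of Lhx5 at 9.59 points, Zfpm2 at 9.78, Adcyap1r1 at 9.81, Fbxl7 at 9.93 and Eif5 at 9.97, all with every UC above every control. With the calls pooled per group, the summary that matched the values of Table S1 and was chosen after seeing the data, these 5 differences were 10.2, 10.6, 10.1, 10.3 and 10.4 points, and none of the 202 was at or under 10 points. From the comparison of all UCs with all controls, the paper takes these genes as representative of the hypermethylated genes.

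**Figure D2:**
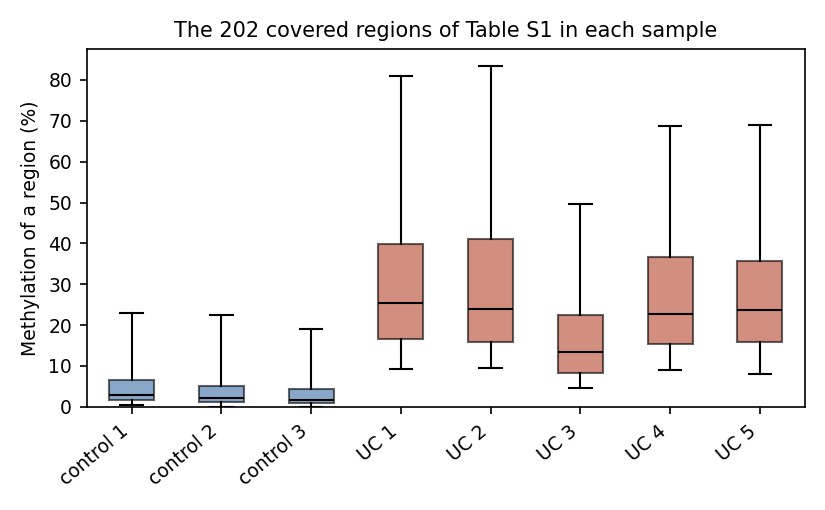
Methylation of the 202 covered regions of Table S1 in each of the 3 controls (blue) and 5 UCs (red), in percent. Boxes span the quartiles, the line is the median, and whiskers reach the 5th and 95th percentiles, and the median of UC 3 is 13.4% against 22.7% to 25.4% in the other UCs.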

### 3.2. Determination of Genes Regulated by DNA Hypermethylation in DMA^V^-Induced Rat UCs

To identify genes potentially regulated by DNA hypermethylation, we conducted a microarray gene expression analysis of the five DMA^V^-induced UCs, which were also analyzed for methylation status as described above. A total of 1225 genes were downregulated in all DMA^V^-induced UCs compared to the normal bladder urothelium in the five control rats. Notably, by aligning the profiles of the 246 hypermethylated genes with the 1225 downregulated genes (Figure 1A), we found that 40 of these downregulated genes were also hypermethylated in all of the rat UCs (Table 1). This strongly suggests that these 40 genes were the targets of hypermethylation and downregulated due to DNA hypermethylation. 

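The expression arrays were not analysed here, and the values concern the methylation of the 40 genes in Table 1. The regions of 33 of the 40 genes were covered in all 8 samples, and those of Cacna2d1, H2afy2, Mpst, Npr2, Prrx2, Scara3 and Sprn were not. Every UC was above every control in 31 of the 33 regions. In the other 2, Cyp7b1 and Pclo, UC 3 was the only UC that did not exceed every control. The median difference of group means was 21.6 points. Of the 33 regions, 33 passed the threshold of an adjusted p-value under 0.05 and 10 points when adjusted over the list alone and 32 when adjusted over all regions, by the quasi-binomial model with Benjamini-Hochberg adjustment.

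The largest difference was that of Mmp23 on chromosome 5 (173081586 to 173081672), with 9.17% ± 2.94 in the controls (SD, n = 3) and 80.2% ± 17.5 in the UCs (SD, n = 5). Its level was 49.0% in UC 3 and between 86.0% and 88.8% in the other UCs. It was followed by Atp2a3 on chromosome 10 (59529190 to 59529393), with 33.0% ± 9.09 in the controls and 84.4% ± 6.16 in the UCs, where a sample had between 16 and 62 calls. Fstl1 on chromosome 11 (65845672 to 65845738) had 1.74% ± 0.761 in the controls and 43.3% ± 12.0 in the UCs. The region of Fstl1 lies in a stretch of chromosome 11 with raised coverage in UC 4 and UC 5, which had 3436 and 3960 calls there against 262 to 575 in the other samples. In these 3 regions the exact permutation test gave the smallest p that the samples allow (two-sided, p = 0.0179). The smallest differences among the 33 were those of Opcml at 10.4 points, Ptprm at 10.5 points and Stxbp6 at 10.6 points, each with an exact permutation p of 0.0357. Kcne5 is the gene of Table 1 on chromosome X, where the level was 22.1% to 30.1% in UC 1, UC 2 and UC 3 and 49.6% and 61.0% in UC 4 and UC 5. On X, 357 tiles of 1 kb had at least 15 CpGs and a mean under 10% in the controls. Their median level was 32.7% in UC 4 and 30.5% in UC 5, and at most 0.857% in each other sample. The levels of UC 4 and UC 5 at Kcne5 therefore need not be specific to this gene.

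From the overlap of hypermethylation with decreased expression, the paper proposes that the 40 genes were targets of hypermethylation and were downregulated by it.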

Functional categorization using IPA software indicated that this subset of 40 genes mainly encompassed transcriptional regulators, transmembrane receptors, peptidases, enzymes, transporters, and ion channels.

### 3.3. Evaluation of Gene Expression of Hypermethylated and Downregulated Genes in DMA^V^-Induced UCs in the Early Stage of DMA^V^-Induced Bladder Carcinogenesis

To identify genes that could contribute to the onset of DMA^V^-induced bladder carcinogenesis, we conducted a microarray gene expression analysis of the bladder urothelium of rats treated with DMA^V^ for 4 weeks. From this analysis, we selected genes that were both downregulated in the DMA^V^-treated urothelium and were among the 40 hypermethylated and downregulated genes identified in the UCs described above. Four genes—carboxypeptidase X, M14 family member1(*Cpxm1*), opioid binding protein/cell adhesion molecule like (*Opcml*), potassium voltage-gated channel subfamily D member 3(*Kcnd3*), and T-box transcription factor 20(*Tbx20*)—were identified as being notably downregulated in the urothelium of rats treated for four weeks with DMA^V^ and as being hypermethylated and downregulated in the UCs (Figure 1B). 

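The methylation of the 4 regions in the UCs is given here, and the expression data of the urothelium after 4 weeks were not analysed here. By Table S1, the region of Cpxm1 on chromosome 3 of rn6 (122920524 to 122920747) lies at 48 bp from the TSS, that of Opcml on chromosome 8 (29452811 to 29452971) at -287 bp, that of Kcnd3 on chromosome 2 (207923736 to 207923817) at 2 bp and that of Tbx20 on chromosome 8 (25904730 to 25904788) at -189 bp. Every UC was above every control in each of the 4 regions.

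Cpxm1 had 3.35% ± 1.45 in the controls (SD, n = 3) and 38.3% ± 12.4 in the UCs (SD, n = 5). This difference of 34.9 points had an exact permutation p of 0.0179 (two-sided) and an adjusted p-value of 0.00189 over all regions in the quasi-binomial model with Benjamini-Hochberg adjustment. The region of Opcml, with 23 CpGs, had 1.98% ± 2.11 in the controls and 12.4% ± 3.82 in the UCs, a difference of 10.4 points (exact permutation test, two-sided, p = 0.0357). The region of Kcnd3, with 13 CpGs, had 1.74% ± 0.875 and 16.1% ± 7.00, a difference of 14.4 points (exact permutation test, two-sided, p = 0.0357). The region of Tbx20, with 4 CpGs, had 2.80% ± 1.06 and 14.0% ± 6.23, a difference of 11.3 points (exact permutation test, two-sided, p = 0.0357). The adjusted p-values of Opcml, Kcnd3 and Tbx20 in the same model were 0.0103, 0.00571 and 0.0168.

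The levels also differed among the UCs. The Wilson intervals given here treat each call as independent, and are too narrow where several CpGs lie on the same read, so that they do not decide whether these differences exceed the counting error. Opcml was at 14.5% in UC 1, 15.6% in UC 2 and 15.4% in UC 3, but at 8.44% in UC 4 and 8.08% in UC 5, where the 95% Wilson intervals were 6.24% to 11.3% and 6.09% to 10.6%. In UC 3, Kcnd3 was at 6.14% (interval 4.28% to 8.73%, 456 calls) and Tbx20 at 4.49% (interval 2.19% to 8.97%, 156 calls). The interval of Tbx20 in UC 3 included the 4.00% of control 1, so that a rise in this UC was not detectable at this depth. Without UC 3, the differences were 16.8 points for Kcnd3 and 13.6 points for Tbx20. With 1 of the controls left out, the exact permutation p of Tbx20 was 0.0952 each time, and that of Kcnd3 was 0.0952 without control 1.

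**Figure D3:**
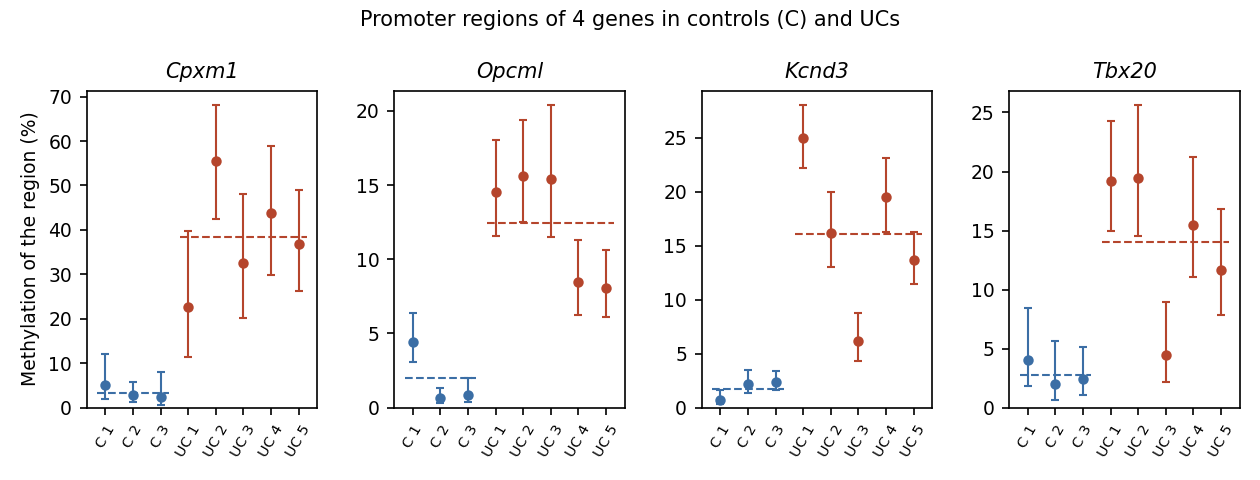
Methylation of the promoter regions of Cpxm1, Opcml, Kcnd3 and Tbx20 in percent, in the 3 controls (C, blue) and the 5 UCs (red), with a vertical scale of its own for each gene. Points are samples with 95% Wilson intervals from the calls and dashed lines are group means, and all UCs lie above all controls, with Tbx20 in UC 3 at 4.49% against 4.00% in control 1.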

Intriguingly, microarray data revealed that the mRNA expression levels of these four genes decreased by 2- to 3-fold in the urothelium treated with DMA^V^ for four weeks and this reduction was more pronounced in the UCs, with a 5- to 10-fold decrease compared to their respective controls (Figure 2A). Quantitative PCR corroborated the microarray findings (Figure 2B). In the DMA^V^-treated urothelium, expression of *Cpxm1* decreased 5.3-fold, whereas in the UCs it dropped by 47.6-fold. Similarly, expression of *Opcml* declined 11.0-fold in the DMA^V^-treated urothelium and 75.4-fold in the UCs. Expression of *Kcnd3* fell 3.9-fold in the DMA^V^-treated urothelium and 46.3-fold in the UCs. Lastly, expression of *Tbx20* was reduced 2.6-fold in the DMA^V^-treated urothelium and 5.3-fold in the UCs. These findings suggest that these four genes are likely downregulated due to hypermethylation and may play critical roles from the early to later stages of DMA^V^-induced rat bladder carcinogenesis. 

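The level of Cpxm1 rests on few reads. The number of calls on its region was 80, 219 and 87 in controls 1, 2 and 3, and 31, 54, 40, 41 and 65 in UCs 1 to 5. By the lowest mean number of reads per CpG in any sample, 3.88, it was the thinnest but 3 of the 202 covered regions of Table S1, and no level remained for it with a minimum of 10 reads per CpG. Its CpGs lie in a first stretch of 8 CpGs from 122920524 to 122920589 and a second of 7 CpGs from 122920680 to 122920731 on chromosome 3. In the first stretch, UC 2, UC 3, UC 4 and UC 5 had 5 to 7 reads on the median CpG, and UC 1 had reads on 1 CpG only. The level there was 3.43% ± 0.597 in the controls (SD, n = 3) and 55.6%, 32.5%, 43.9% and 44.7% in UC 2 to UC 5. In the second stretch, a level could be given for UC 1, at 21.4%, and UC 5, at 16.7%, so that the value of UC 1 comes mostly from other CpGs than those of UC 2, UC 3 and UC 4.

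Beyond the CpG just past the end of the region, the next 10 CpGs, from 122920770 to 122920901, were covered by 14 to 63 reads in the UCs and 10 to 90 in the controls. They lie outside the region of Table S1 and were chosen after the values were seen. Their level was 2.09% ± 1.05 in the controls (SD, n = 3) and 14.8% ± 2.79 in the UCs (SD, n = 5), a difference of 12.7 points with every UC above every control (exact permutation test, two-sided, p = 0.0179). The values of UC 1 to UC 5 were 14.7%, 11.0%, 13.4%, 18.1% and 16.8%. Higher methylation in all UCs thus held in the deeper neighbouring CpGs, at a smaller difference than in the region itself.

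**Figure D4:**
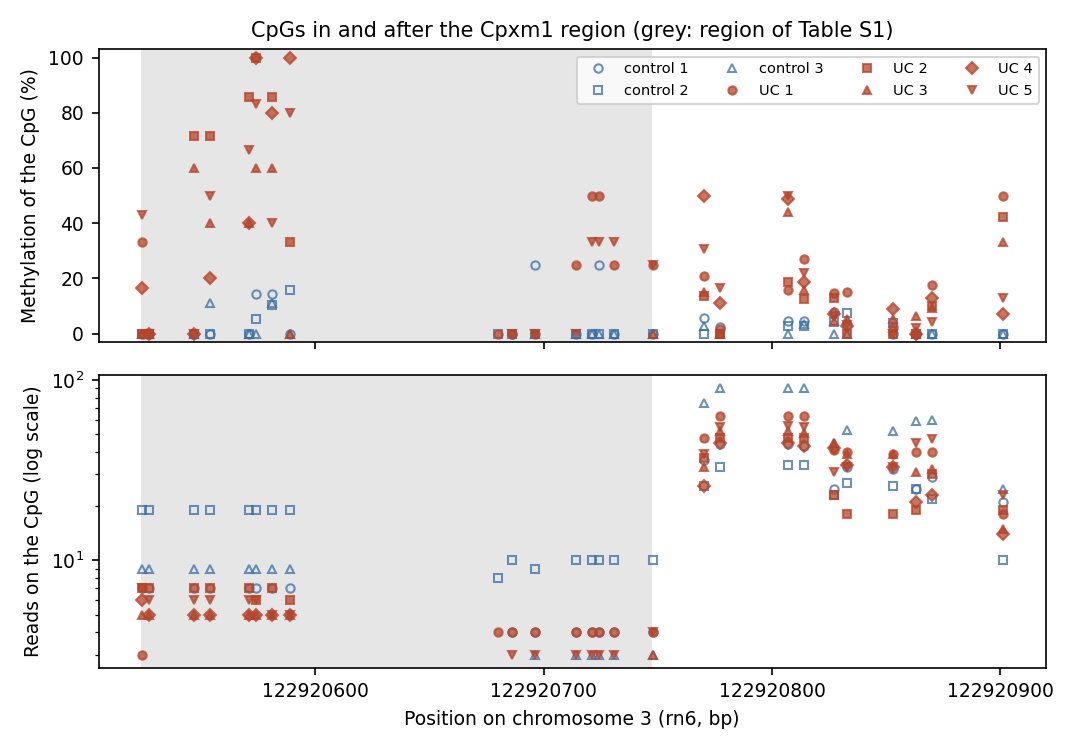
Methylation in percent (top) and number of reads on a log scale (bottom) of each CpG in the Cpxm1 region (grey), at its end and in the 10 CpGs after it, in the 3 controls (blue) and 5 UCs (red). The UCs have at most 7 reads on a CpG inside the region and at its end, and at least 14 on the 10 CpGs after it.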

In the current study, we focused on *Cpxm1*, a peptidase involved in peptide metabolism and protein processing. While its role in cancer remains largely undefined, *CPXM1* has been reported to be hypermethylated and downregulated in breast cancer [32]. Importantly, to the best of our knowledge, no information regarding the role of *CPXM1* in the UCs is available in the literature.

### 3.4. Correlation between Methylation Status and mRNA Expression Level of CPXM1 in Human UCs

To investigate the relationship between DNA methylation status and *CPXM1* expression in human UCs, we utilized the MEXPRESS database. Our analysis of a cohort comprising 450 human UC samples stored in the MEXPRESS database revealed a negative correlation between the mRNA expression levels of *CPXM1* and the methylation status of five CpG sites in its promoter region (Figure 3A; Supplementary Figure S2).

### 3.5. The Correlation Analysis between CPXM1 Expression and DNA Methylation Level in Human UC Cells

Methylation data for five human UC cell lines (T24, UMUC3, TCCSUP, 5637, and HT1376) were obtained from the Gene Expression Omnibus (GEO; Platform GPL13534). Based on the methylation status of five CpG sites in the CPXM1 promoter, previously identified as hypermethylated and negatively correlated with CPXM1 expression in human UCs (Figure 3A; Supplementary Figure S2), the six cell lines were broadly divided into two groups based on their methylation status. The first group, comprising T24 and UMUC3 showed higher levels of hypermethylation (Figure 3B). The second group, consisting of TCCSUP, HT1376, and 5637, exhibited lower levels of hypermethylation.

Therefore, we selected cell lines T24 and UMUC3 for DNA demethylation analysis using 5-aza-dC. No mRNA expression of CPXM1 was observed in T24 and UMUC3 in the absence of 5-aza-dC treatment. However, treatment with 5-aza-dC markedly restored the expression of CPXM1 (Figure 3C). These findings suggest that CPXM1 expression is effectively silenced through hypermethylation in these human UC cell lines.

### 3.6. Protein Expression of CPXM1 in Human UCs

The expression of CPXM1 in human UCs was investigated using a high-density tissue array comprising 160 UC samples and 11 normal bladder tissues (Table 2). In normal bladder tissue, CPXM1 was positively expressed in the cytoplasm of the urothelial cells (Figure 4A,B). All normal bladder tissues were positive for CPXM1 expression (11/11, 100%). In contrast, only a small fraction of the UC samples showed positive CPXM1 expression (23/160, 14%) (Figure 4C,D), while the majority were negative for CPXM1 (137/160, 86%) (Figure 4E,F). The expression of CPXM1 was significantly reduced in the UCs compared to the normal bladder tissue. No significant difference was observed in the incidence of CPXM1-positive expression between the UCs of T1 and T2 or higher grades of UC.

## 4. Discussion

The current study revealed that aberrant DNA methylation plays a role in DMA^V^-induced rat bladder carcinogenesis. To the best of our knowledge, this is the first study to identify aberrant DNA methylation in arsenic-induced rat bladder carcinogenesis.

We identified 40 genes that were downregulated and displayed hypermethylation in their promoter regions in DMA^V^-induced rat UCs. These genes primarily include transcriptional regulators, transmembrane receptors, peptidases, enzymes, transporters, and ion channels. This suggests that changes in DNA methylation might affect multiple pathways, contributing to DMA^V^-induced rat bladder carcinogenesis. It is established that inorganic arsenic can cause aberrant DNA methylation by inhibiting DNMT activity [12,13]. Additionally, the depletion of S-adenosylmethionine (SAM), which serves as a methyl donor during the metabolism of inorganic arsenic, is also believed to lead to aberrant DNA methylation [33,34,35]. Given that DMA^V^ is a urinary metabolite of inorganic arsenic, these mechanisms could underlie the aberrant DNA methylation observed in DMA^V^-induced bladder carcinogenesis. However, the precise mechanisms through which DMA^V^ induces aberrant DNA methylation remains unclear.

To investigate genes implicated in the early stages of carcinogenesis, we analyzed gene expression in rat bladder urothelium following a 4-week DMA^V^ treatment. We identified Cpxm1, Opcml, Kcnd3, and Tbx20 as genes downregulated in the early phase of DMA^V^-induced bladder carcinogenesis.

*CPXM1*, also termed carboxypeptidase X-1 (*CPX-1*), stands out as an atypical member of the carboxypeptidase family. Despite its classification, it lacks catalytic activity and functions as a secreted collagen-binding glycoprotein [36,37]. In mice, *Cpxm1* plays a pivotal role in the transition from pre-osteoclasts to mature osteoclasts [38]. Furthermore, it is posited to act as a positive regulator of adipogenesis by influencing extracellular matrix remodeling [39]. Its specific function in cancer remains elusive. A study exploring epigenetic markers of breast cancer—utilizing breast cancer tissues, breast cancer cell lines, and blood samples from healthy participants—proposed that the expression of *CPXM1* is epigenetically controlled, potentially functioning as a tumor suppressor gene in breast cancer cells [32].

We found an inverse relationship between *CPXM1* mRNA expression levels and the methylation status of its promoter region in human UCs. This led us to investigate whether *CPXM1*’s expression might be influenced by promoter region hypermethylation in human UCs. In cells like T24 and UMUC3, where the *CPXM1* promoter region was prominently methylated, mRNA expression of *CPXM1* was notably revived upon treatment with DNA methyltransferase inhibitors. Moreover, tissue microarray outcomes from human UCs indicated a pronounced reduction in *CPXM1* expression in UCs, irrespective of T-stage, tumor grade, or gender. These data indicate that *CPXM1*’s expression in human UCs may be suppressed due to DNA hypermethylation.

An elevated methylation status in the *CPXM1* promoter region in breast cancer tissues relative to normal tissues has been reported, and elevated *CPXM1* expression has been linked with extended survival [40]. A prognostic index built from a trio of genes, inclusive of *CPXM1*, correlated with responsiveness to immune checkpoint inhibitors (ICI) in head and neck squamous cell carcinoma [41]. In the context of melanoma, a gene panel encompassing *CPXM1* was discerned as a predictive tool for anti-PD-1 therapy response [42]. Although these reports do not delve into the intricate role of *CPXM1* in cancer, epidemiological findings suggest its expression in malignancies is correlated with prognosis and ICI responsiveness. Recent studies affirm the efficacy of ICI in treating UCs [43,44,45], positioning *CPXM1* as a potential marker for prognosis or treatment efficacy in human UCs. The fact that *CPXM1* was downregulated as early as 4 weeks after DMA^V^ treatment suggests that *CPXM1* might serve as an early diagnostic marker or a therapeutic target for arsenic-induced human UCs. It should be noted that a limitation of the present study is the absence of data regarding the exact function of CPXM1 in human UCs. These data are crucial for any potential clinical application of this gene, both as a therapeutic target and for early diagnosis.

*KCND3*, *OPCML*, and *TBX20* were all hypermethylated in DMA^V^-induced UCs and exhibited downregulation from the onset of bladder carcinogenesis to the progression of UC. The role of *KCND3* in cancers remains unclear. Epigenetic silencing of *OPCML* has been reported in a spectrum of human malignancies, including human UC, and loss of *OPCML* could spur cancer development by attenuating intercellular adhesion [46,47,48,49]. *TBX20*’s expression is curtailed due to hypermethylation of its promoter region in colon cancer, where it acts as a tumor suppressor. Its mechanism of action is believed to be via the inhibition of NHEJ-mediated DNA repair [50]. These observations are in general agreement with the premise that the genes identified in this study have a role in both the early and later stages of arsenic-induced bladder carcinogenesis.

## 5. Conclusions

Our findings demonstrate that aberrant DNA methylation in DMA^V^-induced bladder carcinogenesis in rats occurred in the early stage of arsenic-induced bladder carcinogenesis, and that the resulting downregulation of expression of particular genes could have a role in transformation and tumor development. Further studies to evaluate the functions of CPXM1 and other genes that undergo aberrant DNA methylation will advance our understanding of the role of aberrant DNA methylation in arsenic bladder carcinogenesis and will also facilitate the identification of novel therapeutic targets for arsenic-related bladder cancers.

## Figures and Tables

**Figure 1:**
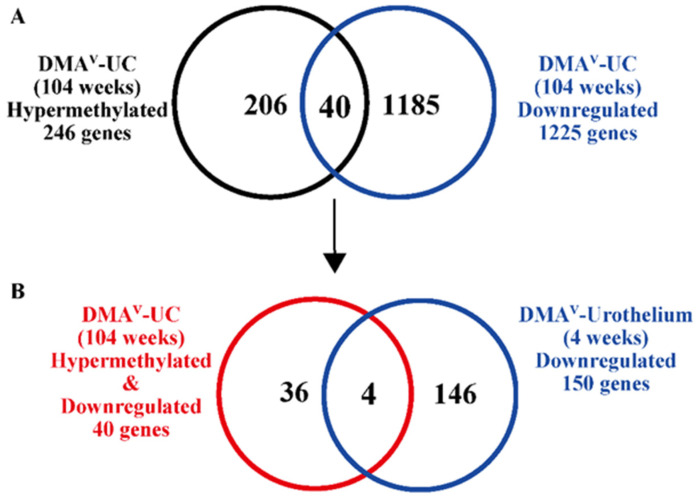
DNA methylation alterations and downregulated genes in DMA^V^-induced rat bladder carcinogenesis. (**A**) Numbers of hypermethylated (246) and downregulated (1225) genes in DMA^V^-induced UCs. Forty genes were both hypermethylated and downregulated in all 5 rat UCs. (**B**) A total of 150 genes were downregulated in the urothelium of rats treated with DMA^V^ for four weeks. Four of these genes were also both hypermethylated and downregulated in the 5 UCs (**A**).

**Figure 2:**
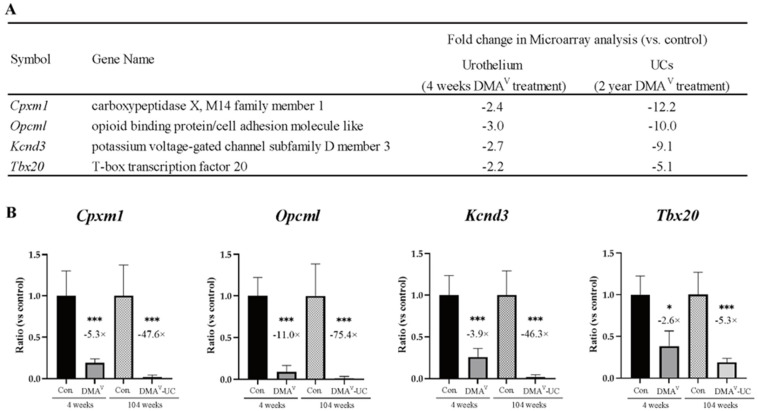
(**A**) Microarray gene expression data of four genes (Cpxm1, Opcml, Kcnd3, and Tbx20) with downregulated mRNA expression in both the urothelium of rats treated with DMA^V^ for 4 weeks and in DMA^V^-induced rat UCs. (**B**) qPCR mRNA expression data of Cpxm1, Opcml, Kcnd3, and Tbx20 in the urothelium of rats treated with DMA^V^ for 4 weeks and in DMA^V^-induced rat UCs (5 samples/group). Significant differences from the respective controls at * *p* < 0.05 and *** *p* < 0.001.

**Figure 3:**
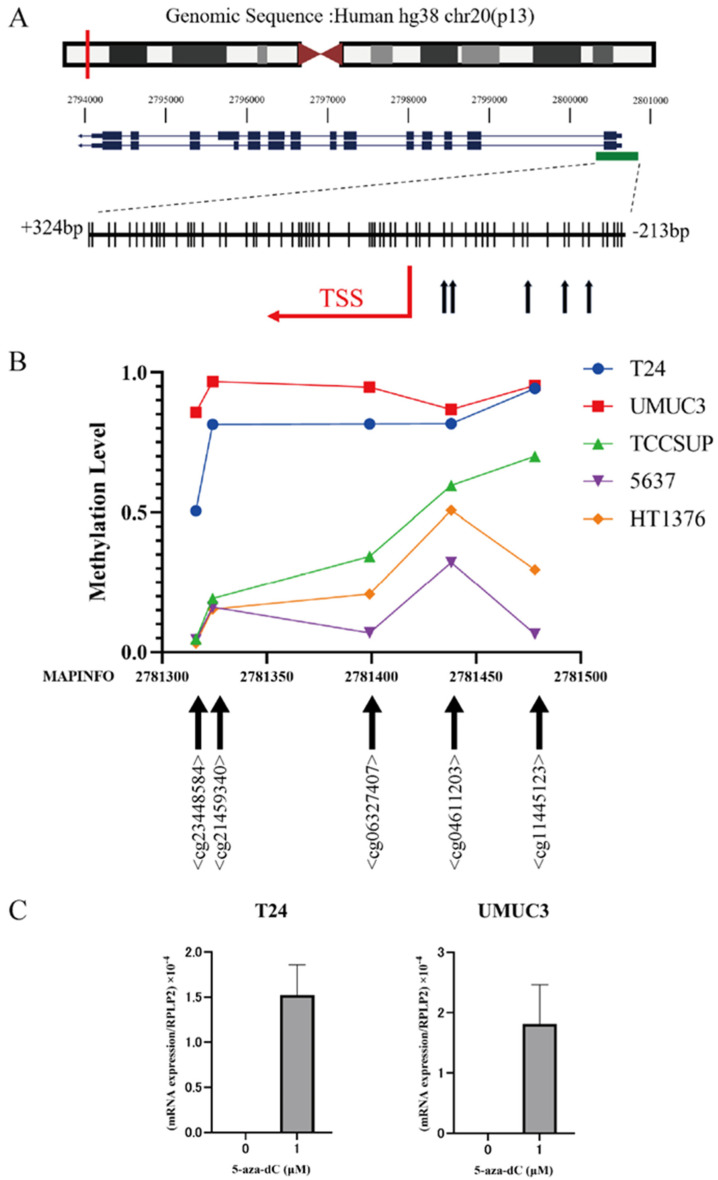
Methylation status of *CPXM1* in human UC cell lines. (**A**) Genomic locations of *CPXM1* from the UCSC genome browser including chromosomal ideogram, RefSeq gene map (blue lines and bars), and CpG island (green bar). TSS of *CPXM1* (red arrow). The red line depicts the location of CPXM1 in the chromosome 20. The black arrows depict CpG sites wherein the mRNA expression and the status of DNA methylation are negatively correlated in human UCs using MEXPRESS. (**B**) The X-axis shows the MAPINFO for each CpG site. The Y-axis shows the methylation rate of each CpG site. (**C**) After 5-aza-dC treatment, mRNA expression of *CPXM1* was significantly restored in T24 and UMUC3.

**Figure 4:**
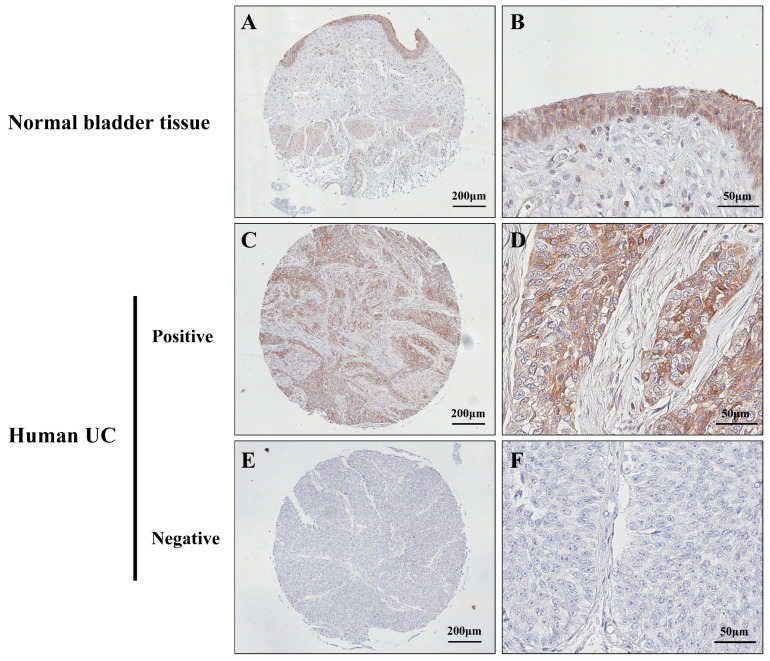
Immunohistochemistry of CPXM1 in human UCs. (**A**) CPXM1 was positive in the urothelium of normal bladder tissue. (**B**) High magnification of (**A**). (**C**) A CPXM1posi human UC. (**D**) High magnification of (**C**). (**E**) A CPXM1nega human UC. (**F**) High magnification of (**E**).

**Table 1:** Forty genes hypermethylated and downregulated in DMA^V^-induced UCs.

Gene Symbol	Gene Name	Fold Change	Function
*Tbx20*	T-box transcription factor 20	−5.1	transcription regulator
*Pcbp3*	poly(rC) binding protein 3	−3.1	transcription regulator
*Pitx2*	paired like homeodomain 2	−2.1	transcription regulator
*Foxe3*	forkhead box E3	−2	transcription regulator
*Prrx2*	paired related homeobox 2	−1.6	transcription regulator
*Scara3*	scavenger receptor class A member 3	−6.5	transmembrane receptor
*Sema5a*	semaphorin 5A	−2.2	transmembrane receptor
*Robo2*	roundabout guidance receptor 2	−1.5	transmembrane receptor
*Cpxm1*	carboxypeptidase X, M14 family member 1	−12.2	peptidase
*Ctsz*	cathepsin Z	−3	peptidase
*Mmp23bB*	matrix metallopeptidase 23B	−2.9	peptidase
*Gpx7*	glutathione peroxidase 7	−1.7	enzyme
*Polg*	DNA polymerase gamma, catalytic subunit	−1.7	enzyme
*Mpst*	mercaptopyruvate sulfurtransferase	−1.7	enzyme
*Nmnat2*	nicotinamide nucleotide adenylyltransferase 2	−1.6	enzyme
*Cyp7b1*	cytochrome P450 family 7 subfamily B member 1	−1.6	enzyme
*Pde8a*	phosphodiesterase 8A	−1.5	enzyme
*Pclo*	piccolo presynaptic cytomatrix protein	−3.1	transporter
*Atp2a3*	ATPase sarcoplasmic/endoplasmic reticulum Ca^2+^ transporting 3	−1.6	transporter
*Kcnd3*	potassium voltage-gated channel subfamily D member 3	−9.1	ion channel
*Kcnq5*	potassium voltage-gated channel subfamily Q member 5	−3.5	ion channel
*Cacna2d1*	calcium voltage-gated channel auxiliary subunit alpha2delta 1	−2.9	ion channel
*Kcne5*	potassium voltage-gated channel subfamily E regulatory subunit 5	−2.3	ion channel
*Cacna1bB*	calcium voltage-gated channel subunit alpha1 B	−1.8	ion channel
*Hcn1*	hyperpolarization activated cyclic nucleotide gated potassium channel 1	−1.7	ion channel
*Asic2*	acid sensing ion channel subunit 2	−1.6	ion channel
*Ptprm*	protein tyrosine phosphatase receptor type M	−3.6	phosphatase
*Npr2*	natriuretic peptide receptor 2	−2.6	G-protein coupled receptor
*Prkcb*	protein kinase C beta	−1.9	kinase
*Des*	desmin	−40.9	other
*Opcml*	opioid binding protein/cell adhesion molecule like	−10	other
*Clmp*	CXADR like membrane protein	−4.1	other
*Brinp2*	BMP/retinoic acid inducible neural specific 2	−3.1	other
*Stxbp6*	syntaxin binding protein 6	−3.1	other
*Fstl1*	follistatin like 1	−2.7	other
*Macroh2a2*	macroH2A.2 histone	−2.1	other
*Sprn*	shadow of prion protein	−1.9	other
*Arhgef25*	Rho guanine nucleotide exchange factor 25	−1.8	other
*Mfap2*	microfibril associated protein 2	−1.7	other
*Coro1a*	coronin 1A	−1.6	other

**Table 2:** CPXM1 expression in human UCs.

	n	Expression		*p*-Value
		Negative	Positive	
NBT	11	0	11	*p* < 0.001
		(0%)	(100%)	
UCs	160	137	23	
		(86%)	(14%)	
T-stage				
T1	50	44	6	0.56
		(88%)	(12%)	
>T2	110	93	17	
		(85%)	(15%)	
Gender				
male	125	107	18	0.98
		(86%)	(14%)	
female	35	30	5	
		(86%)	(14%)	
Tumor grade				
HG	110	96	14	0.37
		(87%)	(13%)	
LG	50	41	9	
		(82%)	(18%)	

NBT: Normal bladder tissue, UC: Urothelial carcinoma, HG: High-grade urothelial carcinoma, LG: Low-grade urothelial carcinoma.

## Data Availability

The data presented in this study were uploaded to the Gene Expression Omnibus (GEO) repository, reference numbers: GSE243372, GSE207963, and GSE207973.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15215274/s1, Figure S1: DNA methylation analysis of rat DMA^V^-induced UCs; Figure S2: The correlation between mRNA expression of CPXM1 and its DNA methylation shown using MEXPRESS; Table S1: A total of 246 genes hypermethylated and downregulated in DMA^V^-induced UCs.

How the deposited data were processed for this re-analysis (not part of the article)

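The data are RRBS methylation calls of 5 UCs of rats given 200 ppm DMA V for 104 weeks and of the bladders of 3 rats given 0 ppm. The sample labels name the group and number of each sample. The paper states that the rats were male, and does not say in its text whether the 5 UCs came from 5 different animals.

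The authors trimmed adapters and added bases, aligned the reads to rn6 with RRBSMAP, kept unique alignments and removed PCR duplicates by barcode and coordinates before they deposited their files. The deposited files give, for each CpG with both strands combined, the count of C calls, the count of C and T calls, an effective count of C and T calls corrected for base variants, the counts of G and of G and A calls on the opposite strand, and a ratio. As deposited, the effective counts are expected counts: the authors' caller multiplied the C and T count by the share of G among the opposite-strand G and A calls before deposit. The ratio was within 0.00439 of the C count divided by the effective count in every file, as a fraction from 0 to 1 that the authors deposited, and was not used further. The effective count was below the C and T count at 0.959% to 1.14% of the CpGs. No CpG with fewer than 3 reads was present in the files. The group values of Table S1 were matched by calls pooled over the samples of a group: 88.8% of the group values were within 0.1 point of the paper's.

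C calls and all calls were summed over 200-bp tiles, 1-kb tiles and the 246 regions of Table S1, whose coordinates fall on CpGs of the deposited files (98.8% of their first bases). A region was used where every sample had at least 3 CpGs of at least 3 reads. The paper's methods define promoter windows of rn6 for the heatmap and do not say which regions were tested. A genome or annotation of rn6 was not used here, so 200-bp tiles were tested and 1-kb tiles were clustered in place of restriction fragments and promoter windows, as set out for that case before the data were examined. The paper's count of CpG island promoter regions was not analysed here for the same reason, and gene names are those of Table S1 and Table 1.

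The difference between UCs and controls in each region was tested with a quasi-binomial model on the calls. Its dispersion was moderated with limma 3.58.1 in R 4.3.3, and p-values from an F-test were adjusted by the Benjamini-Hochberg method over all 258144 tiles. A tile was called where the adjusted p-value was under 0.05 and the means of the samples' levels differed by over 10 points. The regions of Table S1 were adjusted over the list alone and over all regions. The test was checked on simulated calls with the real depths, in which 400 of 258144 tiles were changed by a known amount. With little added variation between samples it recovered 48% of the changed tiles, against 23% without moderation, 37% with limma on M values and 15.5% with an F-test on percentages. With more variation it recovered 1.25%, against 17.25% with limma on M values. It made 0 false calls in all 4 simulated sets, although 6.83% to 8.14% of the unchanged tiles had an unadjusted p under 0.05. The unadjusted p was thus somewhat too small on these simulated calls, and with more variation most changed tiles were missed. The simulation gave both groups the same added variation and changed few tiles, whereas 16.4% of the real tiles were called. Its recovery and its false calls therefore need not hold for the real data.

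Single values (the share of methylated calls, the levels of named regions and the gap in distance) were compared by exact permutation tests over the 56 divisions of the 8 samples into 3 and 5, whose smallest p is 0.0179. With 1 control left out there are 21 divisions and the smallest p is 0.0476, and with 1 UC left out there are 35 and it is 0.0286. Intervals on single levels are 95% Wilson intervals from the calls. With 51434938 to 73836223 calls per sample, shares over the genome have little counting error, while a region of a few CpGs can rest on fewer than 50 calls. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for sums, permutations and clustering, and matplotlib 3.10.9 for figures.

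The alternatives were a minimum of 10 reads per CpG, a minimum of 10 calls per region in place of 3 CpGs, 1-kb tiles, single CpGs, other linkages and distances, the mean of the CpG levels in place of summed calls, the effective count, limma on M values, an F-test on percentages, no moderation, a block for the replicate number, a difference over 20 points or none, the autosomes alone, and each sample left out in turn. Added after the data had been seen were the merging of UC 1 with UC 2 and of UC 4 with UC 5, no coverage minimum for the regions of Table S1, and pooled calls per group. The genes named are the 4 that the paper follows, the 3 largest and 3 smallest differences among the genes of Table 1, and the 5 smallest among the regions of Table S1. Genes outside this rule are named with a statement that they were chosen after their values were seen, or because a count refers to them. The exception is Kcne5, which is named because it is the gene of Table 1 on chromosome X. Coverage of chromosomes was taken as each chromosome's share of the calls of a sample, and coverage of 2-Mb windows with at least 200 CpGs as the share of autosomal calls, both as log2 against the mean of the controls. The expression arrays, the quantitative PCR and the human data of the paper were not analysed here.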

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

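The tests of the origin of UC 4 and UC 5 and of the depth of UC 3 were chosen after the results were seen, and the tests for normal cells in UC 3 and of the 56 divisions were set before they were run. The limits by which each test was judged were set with its values known. By the rule used to find samples that stand apart among the 5 UCs, 4 of 40 measures exceeded the limit, where chance gives 2. All 4 concerned UC 3.

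UC 3 stood apart from the other UCs. The median level of the regions of Table S1 was 13.4% in UC 3 and 22.7% to 25.4% in the other UCs, and for the genes of Table 1 it was 12.4% against 27.3% to 29.9%. Its mean distance to the controls was 12.9 points against 18.9 to 19.5, and its level at Mmp23 was 49.0% against 86.0% to 88.8%. These measures overlap in their regions and are not 4 separate findings. Lower depth does not account for them: UC 3 had the fewest calls, 51434938, but UC 4 with 53455371 calls lay with the other UCs, and with at least 10 reads per CpG the gap between the groups was 7.28 points with UC 3 still among the controls. A candidate explanation is an admixture of normal cells, which would cap every gain of methylation. In 53845 tiles with at least 30 calls in every sample and a mean of the controls under 5%, the level exceeded by the top 0.1% of tiles was 36.8% in UC 3. In the other UCs it was 56% to 74.1%. Such a mixture would give this, but a fixed percentile also falls where fewer tiles are changed. Of these tiles, 360 exceeded 20% in UC 3, against 1850 to 1999 in the other UCs. In 8538 tiles of the same depth with a mean of the controls over 95%, the level that the lowest 1% did not reach was 80.5% in UC 3 and 72.8% to 74.8% in the other UCs. This goes the same way and has the same limit. In the few most changed of these tiles it was less clear: the level that the lowest 0.1% did not reach was 45.8% in UC 3, near the 45.0% of UC 4 and 44.1% of UC 5, and above the 16.0% of UC 1 and 13.2% of UC 2. Fewer changes in each tumour cell are another explanation, which these percentiles do not separate from a mixture. The paper states that the cancers were not examined histologically.

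UC 4 and UC 5 differed from the other 6 samples on the sex chromosomes, which the paper does not discuss. The share of calls on chromosome X was 1.83 times the mean of the controls in UC 4 and 1.86 times in UC 5, against 1.04 to 1.13 times in UC 1, UC 2 and UC 3. The share on chromosome Y was 0.176 times in UC 4 and 0.172 times in UC 5, where 156 and 187 CpGs were covered, against 1069 to 1235 in the other samples. Gain of X and loss of Y in the tumour cells of a male leaves the methylation of CpG-dense tiles on X unexplained. In 357 such tiles of 1 kb, which were below 10% in the mean of the controls, the median level was 32.7% in UC 4 and 30.5% in UC 5, and at most 0.857% in each other sample. A general gain at such tiles is argued against by the autosomes, where 2.1% of the tiles exceeded 20% in UC 4, against 93.0% on X. Higher copy number alone is also argued against by the tiles in the amplified stretch of chromosome 11, whose median was 0.512% in UC 4. DNA of a female animal, in which the CpG-dense tiles of the inactive X are methylated, would give the doubled X, the low Y and the 93.0% together. This is a hypothesis, and it includes a sample from another animal than the male rats the paper describes as well as an error of labelling, which could not be separated with these data.

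Stretches of chromosomes with changed coverage appeared in the UCs and in none of the controls. The stretches were bounded after the coverage had been seen. From 30 Mb on chromosome 5, the median log2 coverage of 45 windows was -0.81 in UC 1, -0.83 in UC 2 and -0.31 in UC 3, and between -0.02 and 0.04 in the controls. From the start of chromosome 20, over 12 windows, it was -0.85, -0.93 and -0.44 in the same UCs and between -0.01 and 0.01 in the controls. On chromosome 11 from 60 to 70 Mb, it was 1.43 in UC 4 and 1.38 in UC 5 and at most 0.08 in the other samples. No explanation of these stretches was tested, and no other measure of copy number was used here. If 1 of 2 copies had been lost, the coverage would correspond to 85.6% and 87.8% of the cells of UC 1 and UC 2 and 38.9% of those of UC 3 on chromosome 5, and to 89.2%, 95.3% and 52.1% on chromosome 20. Other stretches set UC 3 apart from UC 1 and UC 2. On chromosome 5 from 120 to 150 Mb, the coverage was -0.34 in UC 3, 0.11 in UC 1 and -0.01 in UC 2, so that the stretch ends elsewhere in UC 3. On chromosome 1 from 20 to 260 Mb, it was -0.28 in UC 1 and UC 2 and -0.04 in UC 3, and on chromosome 3 from 100 Mb it was 0.22 in UC 3, 0.002 in UC 1 and -0.04 in UC 2.

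The paper follows regions that gained methylation and does not discuss those that lost it. Of the 42415 tiles called, 18441 were lower in the UCs. Of the 56 divisions of the 8 samples into 3 and 5, 1, the real one, gave as many lower tiles, and the next largest count was 615. For tiles higher in the UCs the real division was again the 1 of 56 with as many, with the next largest count at 375. Both of these next largest counts came from the division that sets UC 1, UC 2 and UC 3 apart. For the regions of Table S1 adjusted over the list alone, 1 of the 56 divisions, the real one, gave as many as 196, and the next gave 32. Since the paper chose this list on the real division of these samples, that division had to rank high, and the count says nothing about chance. No biological explanation of the losses was tested.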

How the results depend on the processing

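Over 13 results of the comparison, 209 alternative values were computed, of which 164 kept their direction and side of the threshold or stayed within the limits for values without a test. Some of these values could not change. The linkage does not enter the gap in distance, and a minimum of 10 calls per region leaves the level of a region that is already covered as it was. The tally is therefore not a count of separate checks. The direction reversed in none. For 10 further named genes, 139 values were computed, of which 36 were weaker, all of them in fits that left out 1 sample.

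UC 3 joined the controls in every alternative except the fit without UC 3, so that the number of UCs with the controls ranged from 0 to 1 over the fits that each left out 1 sample. The gap in distance between the groups ranged from 6.01 to 9.33 points over those fits, and its p rose to 0.0571 without UC 1, UC 2, UC 4 or UC 5, where 2 of the 35 divisions, the real one included, had as large a gap. The difference in the share of methylated calls ranged from 1.19 to 2.89 points, and its p fell to 0.0286 without UC 5.

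The number of tiles higher in the UCs was 14621 with at least 10 reads per CpG, 38844 with at least 10 calls per region, 15166 without moderation and 14899 with a difference over 20 points, and it ranged from 11307 to 32598 over the 8 fits that each left out 1 sample. Tiles lower in the UCs numbered 9968 with at least 10 reads per CpG and 37321 with at least 10 calls per region, and ranged from 9743 to 23307. Without control 1, control 2 or control 3, 13379, 12768 and 11307 tiles were higher and 10558, 10209 and 9743 lower. Both coverage alternatives changed the number of tiles tested, to 145489 and 470445. The cause of the other changes was not tested. With UC 1 and UC 2, and UC 4 and UC 5, merged, which was chosen after seeing the data, 11524 tiles were higher and 10050 lower, and 112 regions of Table S1 passed when adjusted over all regions. In that design of 3 against 3, no permutation p can fall below 0.1, and none is given.

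The number of regions of Table S1 past the threshold fell to 83 with a difference over 20 points when adjusted over the list alone, and stayed between 185 and 200 over the fits that left out 1 sample. Adjusted over all regions, it fell to 75 with an F-test on percentages and 80 with a difference over 20 points, and ranged from 91 to 194 over the fits that left out 1 sample, with 118 without control 2 and 91 without control 3. Every UC above every control held in 148 of 158 regions with at least 10 reads per CpG and in 206 of 227 with at least 10 calls per region. With no coverage minimum, chosen after seeing the data, it held in 211 of 246, where 11 regions without a value in some sample counted as not separated.

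Over the fits that left out 1 sample, the difference ranged from 30.6 to 38.9 points for Cpxm1, 9.63 to 11.7 points for Opcml, 12.1 to 16.8 points for Kcnd3 and 9.89 to 13.6 points for Tbx20. Their p was above 0.05 in 2, 2, 5 and 7 of these 8 fits, at 0.0571 or 0.0952. Cpxm1 had no value with at least 10 reads per CpG.

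With the replicate number as a block, for numbers 1 to 3, 0 tiles were called higher and 0 lower after adjustment, 30090 and 21802 at an unadjusted p under 0.05, and 0 regions of Table S1 passed when adjusted over all regions (170 when adjusted over the list alone). This fit uses 6 samples and recovered 0% of the changed tiles in the simulation. The numbers do not pair the samples: the correlations of the deviations from the group means were -0.0062, -0.0106 and 0.0406 for controls and UCs of the same number, and they come from different animals.

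The counts for CpG island promoter regions and the alternatives on restriction fragments and promoter windows were not run, since a genome or annotation of rn6 was not used here.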

Differences from the paper's values

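The paper's number of DMRs is 166670, and 42415 tiles of 200 bp were called here, 23974 of them higher and 18441 lower. The paper's text gives neither the kind of region behind its number nor the threshold of its test. None of the alternatives set before the data were examined closed the gap: the counts were 24589 with at least 10 reads per CpG, 76165 with at least 10 calls per region, 46915 with 1-kb tiles, 51461 with no minimum difference, 30014 with the F-test on percentages, and between 21050 and 55905 with 1 sample left out. The tests at an unadjusted p under 0.05 and no minimum difference, a setting that was not an alternative, gave 54078 higher and 32835 lower tiles. At an unadjusted p under 0.05 with at least 10 calls per region and a difference over 10 points, also not an alternative, 62105 were higher and 57418 lower. These counts were nearer to the paper's number but did not reach it.

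Of the 246 genes that the paper states were higher in all UCs than in all controls, 202 could be tested and 188 were separated in that way. With at least 10 reads per CpG the count was 148 of 158. The 14 that were not separated each were so with 1 sample left out: 11 of them without UC 3, and 7 of them without control 1. Elovl2 and Six2 were separated without control 1, and Ccdc185 without control 2 or without UC 5, and also with the pairs of UCs merged, which was chosen after seeing the data. Samd14 was also separated with the mean of CpG levels, but that setting lost more regions than it gained. With it, 184 of the 202 regions were separated, and 30 of the 33 covered regions of Table 1. Of the 40 genes of Table 1, 31 of 33 covered were separated. Cyp7b1 and Pclo were not, and each was separated without control 1 and without UC 3. With at least 10 reads per CpG, 22 of 24 were separated.

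For Cpxm1, Opcml, Kcnd3 and Tbx20, the paper's differences in Table S1 are 35.75, 10.19, 15.28 and 12.07 points. The differences of the means of the samples' levels were 34.9, 10.4, 14.4 and 11.3 points. With the calls pooled per group, a summary chosen after seeing the data, they were 36.7, 10.19, 15.285 and 12.07 points. This summary closed the gap for Opcml, Kcnd3 and Tbx20, but moved Cpxm1 from below the paper's value to above it. Without control 1, the mean of the controls at Opcml was 0.761% against the paper's 1.67%.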

Other observations

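The tests of the likeness of UC pairs were chosen after the result was seen, except the count of shared base variants. The tests of density and of expression were set before they were run. The limits by which each test was judged were set with its values known.

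UC 1 and UC 2, and UC 4 and UC 5, were far more alike than other UCs. Their distances were 6.72 and 6.73 points, against 13.3 points or more for the other pairs of UCs, so changes common to all UCs do not account for the likeness. A library deposited more than once would differ by counting noise alone. The mean chi-square per CpG with at least 20 reads was 1.36 for UC 1 and UC 2 and 1.21 for UC 4 and UC 5, above the 1.06 to 1.12 of pairs of controls and far below the 5.48 to 9.26 of other pairs of UCs. For UC 1 and UC 2, a shared depth profile is argued against by the correlation of log depth per CpG. It was 0.708 within this pair and 0.824 for UC 1 and UC 4. UC 4 and UC 5 were at 0.814, below the 0.8565 of UC 3 and UC 5 but above the 0.72 of UC 2 and UC 4. Depth is therefore less clear for that pair. The log2 coverage of 1312 autosomal windows of 2 Mb correlated at 0.807 within the first pair and 0.957 within the second, and at 0.048 to 0.654 in other pairs of UCs. Shared controls alone gave a mean of 0.251 and at most 0.342 in 1000 simulated pairs. The simulation drew independent noise for each window with the spread of the controls. A bias in depth shared by libraries is therefore not covered by it. The highest of the other pairs was UC 2 with UC 3, which both had lower coverage on parts of chromosomes 5 and 20. UC 1 had lower coverage there as well, but correlated with UC 3 at 0.373, so those stretches alone do not account for the higher value. UC 3 with UC 5 was at 0.377, also above the simulated pairs, which does not exclude such a bias in depth. One animal or one tumour behind UC 1 and UC 2, and behind UC 4 and UC 5, is a hypothesis that would give the values of those pairs. Base variants were too few to decide: of 561658 CpGs checked, 2 carried a variant in exactly 2 UCs, both in UC 1 and UC 2. If the pairs were parts of one tumour, the 5 UCs would be 3 independent cancers, and differences between UCs and controls would rest on 3 against 3.

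The region of Ubqln2 in Table S1 lies on the X chromosome and is named after its values were seen. It was at 0% in all controls and in UC 1, UC 2 and UC 3, and at 21.6% and 23.0% in UC 4 and UC 5, so that its difference came from those 2 UCs alone. It was not covered at the minimum of 3 CpGs in every sample.

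Among the tiles called, gains were 51.8% in tiles of 3 to 4 CpGs and 91.8% in tiles of 15 or more CpGs. Chromosome X does not account for this, since the share was 91.6% on the autosomes. Dense tiles start from low levels and can hardly lose methylation, and this explains a large part: among tiles with a control mean of 20% to 80%, the shares were 56.4% and 68.5%, a smaller contrast, with 122 higher and 56 lower tiles of 15 or more CpGs. The remaining contrast was also seen at a control mean of 40% to 60%, a range chosen, like the rule for judging the gap, after the result was seen, with 59.8% in tiles of 3 to 4 CpGs and 66.4% in tiles of 5 to 9 CpGs. Starting level is therefore not the whole of it, although neighbouring tiles are not independent and the densest tiles in that narrow range, 58 called, were too few to decide.

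Genes with a larger difference in methylation did not fall further in expression. Over the 33 covered genes of Table 1, Spearman's rho between the difference in methylation and the paper's fold decrease in expression was -0.356 (permutation test, p = 0.0431), opposite to the hypothesis. Pearson's r with the log2 of the fold decrease was -0.22 (permutation test, p = 0.197), and -0.26 without the 2 genes farthest from the median difference. This is 1 relation across genes, which are not independent replicates, and the genes were chosen by both measures, which by itself can shape a relation between them.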
